A study of Mus musculus with 2 samples. Its data were reported in "Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells" (2022).

How the data were processed

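Single-cell ATAC-seq was analysed in 2 libraries of sorted mouse HSCs, 1 from young mice and 1 from aged mice. Groups were taken from the sample labels. Libraries were prepared with a droplet kit (10x Genomics), and the authors aligned the reads to mm10 with Cell Ranger ATAC, removed duplicates, shifted fragment ends for the offset of the transposase, and called peaks and cells in each library separately. Their methods name a 2.x release of that program, while the layout of the deposited table of barcodes is that of an earlier release, and this was left open. From each library a list of unique fragments with their barcode and a table of barcodes were used. The table holds counts made by the authors, read pairs or unique fragments per barcode, with no normalization, and marks the barcodes called as cells. The number of listed fragments equalled the authors' count of fragments for each of the 239185 young and 217516 aged barcodes. The authors' peak calls were not used here, except through their count of in-peak fragments per barcode in the limits below. Coordinates were used with the GRCm38 sequence and GENCODE M21 annotation, which is the same build as mm10, and no fragment lay beyond the end of a chromosome.

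The main set of cells was made of barcodes called as cells that lay within the limits given in the study's methods: more than 3000 and fewer than 20000 in-peak fragments per the authors' table, more than 15% of fragments in peaks, a blacklist ratio under 0.05, a nucleosome signal under 4 and a TSS enrichment over 2. TSS enrichment was the density of cut sites within 500 bp of protein-coding TSSs over that of the outer 100 bp on either side of the windows of 1000 bp. Nucleosome signal was the ratio of fragments of 1 nucleosome to fragments shorter than that. Doublets were called from autosomal loci covered by at least 3 fragments of 1 cell (windows of 1 kb seen in over 1% of cells left out, Poisson tail against the mean of the library, Benjamini-Hochberg q under 0.01), and were kept in the main analysis.

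Peaks were called on the cut sites of filtered cells in windows of 151 bp, against the larger of the mean of the genome and of 10000 bp around each base (Poisson, q under 0.001), merged across gaps of up to 50 bp, kept from 100 bp in width, and merged over the libraries. A fragment counted once in a region if at least 1 of its ends lay in it. Values were scaled to fragments in the combined peaks. Ratios are log2(aged / young) with a pseudocount of 1 fragment. A region without fragments in both libraries gets a ratio above 0 from the pseudocount, so counts of DARs above 0 are given over regions with fragments. Counts of gene promoters above 0 are given over all promoters, and any without fragments count as above 0. DARs, their enhancer classes and differentially expressed genes are lists of the study from bulk assays of separate samples, of which only coordinates, class and direction were used. It is not stated whether any of the same mice served both assays. Of the closed DARs, 118 were analysed and 1 on an unplaced scaffold was left out. Promoters are the 5' ends of annotated genes with 1 kb on either side. Motifs were searched as fixed consensus sequences on both strands.

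With 1 library per group no test was possible between ages, and no p-values are given for differences between them. Medians over regions have exact binomial order-statistic 95% intervals, sums exact Poisson intervals, shares exact binomial intervals and ratios of sums the interval of the binomial share. These cover counting error or the spread over regions only. A list's standing is its percentile among 10000 random lists drawn from peaks in 50 bins of accessibility, or for motifs in 20 bins of accessibility by 10 of GC content, as a description of these libraries. For values per cell, each cell was thinned at random to 3000 in-peak fragments, which left out shallower cells.

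Cells were clustered on binarised peaks after TF-IDF and singular value decomposition, with components 2 to 30, 20 nearest neighbours and Leiden clustering with a fixed seed, at the lowest resolution in steps of 0.1 that gave 4 clusters of at least 1% of cells. A version with scaled components and a pruned graph of shared neighbours was run first, left clusters of single cells, and was kept as an alternative. Clusters would have been named from 8 lists of markers, over gene bodies with 2 kb upstream. The medians against the other clusters, for clusters 1 to 4 in turn, were 0.050, -0.11, 0.021 and 0.059 for HSC-like markers, -0.0088, -0.052, -0.041 and 0.19 for megakaryocyte-like, -0.12, -0.069, -0.13 and 0.36 for erythroid-like, -0.20, 0.12, -0.19 and 0.18 for granulocyte-monocyte-progenitor-like, -0.24, 0.44, -0.26 and 0.18 for lymphoid-progenitor-like, -0.42, 0.41, -0.27 and 0.20 for B-like, -0.20, 0.23, -0.10 and 0.064 for T-like, and 0.19, 0.052, -0.24 and -0.039 for mature-myeloid-like markers. These are sums over gene bodies of sorted HSCs and were not read as cell types.

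The comparisons, the alternatives and the regions and genes named were fixed before the data were examined, apart from the additions listed in the closing section. The named peaks are the 5 with the highest and the 5 with the lowest ratio among own peaks with at least 200 fragments in sum and 3 in each library, of which 1 is not reported here. The named DARs are the 5 open and 5 closed DARs with the most fragments, and the named genes 4 that the study describes as raised with age. Alternatives changed the cells counted, doublets, depth per cell, the unit counted, the normalization (nuclear fragments, median of ratios, TMM), fragment length, sex chromosomes, GC content, region width, pseudocount, a minimum of 50 fragments, the background lists, the peak threshold, and the settings of the clustering.

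The statistics were tested on simulated data. For the comparison of own peaks, counts were drawn for all 164585 peaks at the real library sizes. There, 100 peaks raised 2-fold gave a median log2 ratio of 0.99 and 100 peaks lowered 2-fold gave -0.97, and 6% of 200 unchanged lists fell outside the middle 95% of their matched lists, where 5% is the nominal share. For the motif lists, a trend of the log2 ratio with GC content, rising by 1 per unit, was planted. Of 100 GC-rich lists without other change, 2% fell outside when matched on accessibility and GC content, over 96825 distal peaks. Matched on accessibility alone, 100% did so, an outcome set by the planted trend. In the real peaks the trend ran the other way, from a median of 0.135 in the lowest GC decile to -0.043 in the highest. The lists for DARs, their classes and gene promoters were matched on accessibility alone, so their percentiles do not exclude a GC trend. With the GC trend subtracted, the medians were 1.39 for open DARs and -0.40 for closed DARs. Promoters of raised and lowered genes then had medians of 0.16 and -0.089. For peak calls of 1 library, 200 of 200 planted peaks were called, with 1 peak elsewhere. Clusters of simulated cells over 10000 peaks were recovered with an adjusted Rand index of 1. Of 200 merged pairs of young cells, the doublet caller marked 72.5%.

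Analyses used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.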

Results

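Single-cell ATAC-seq, which reads the open stretches of chromatin of each nucleus through the cuts made by a transposase, was measured in hematopoietic stem cells (HSCs) sorted from the bone marrow of C57BL/6 mice. There were 2 libraries, 1 of young HSCs from mice 10 weeks old and 1 of aged HSCs from mice 20 months old. With 1 library per age there were no biological replicates, so differences between the libraries could not be set against the spread between animals, no test was made on cells, and every interval below covers counting error or the spread over regions only. The young library held 73711513 read pairs and 53786133 unique fragments, and the aged library held 63744997 read pairs and 48333115 unique fragments.

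The authors' pipeline called 5028 barcodes as cells in the young library and 3694 in the aged library. Of these, 4886 young and 3403 aged cells lay within 6 limits on depth and quality, and these cells were used below. The same limits applied to all barcodes, called as cells or not, left 5002 young and 3520 aged barcodes. The limit that removed the most called cells was the minimum of 3000 in-peak fragments, which 129 young and 172 aged cells failed, and the maximum of 20000 removed 12 young and 118 aged cells. Filtered cells carried a median of 9886 unique fragments in young HSCs and 11020 in aged HSCs, and 50051376 and 38633885 fragments in sum.

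The quality measures differed between the libraries. Fragments shorter than nucleosomal DNA made up 59.8% of the fragments of filtered young cells and 55.01% of those of filtered aged cells (exact binomial 95% intervals 59.78 to 59.80 and 54.998 to 55.03). The median enrichment of cut sites at transcription start sites (TSSs) was 5.32 in young and 4.92 in aged cells. Duplicates made up 14.9% of young and 12.6% of aged read pairs over all barcodes. A count of loci covered by more than 2 fragments of the same cell marked 204 young cells (4.18%) and 247 aged cells (7.26%) as doublets. The count was not adjusted for the depth of each cell. Marked cells had medians of 18018.5 fragments in young and 20404 in aged HSCs, against 9744.5 and 10610.5 in the others. Deep single cells may thus be marked, and the shares do not compare rates of doublets. Marked cells were kept, and removing them was one of the alternatives.

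Peaks called in each library from its filtered cells numbered 149908 in young HSCs and 145852 in aged HSCs, covering 58.9 Mb and 58.0 Mb. Of the young peaks 84.8%, and of the aged peaks 87.4%, shared at least 1 bp with a peak of the other library. The combined set held 164585 peaks. It took 69.2% of the fragments of young and 67.7% of those of aged filtered cells, which is 34642619 and 26147853 in-peak fragments, the totals to which values were scaled.

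The first comparison asked whether regions found to differ with age in bulk ATAC-seq of separately sorted HSCs, the differentially accessible regions (DARs), differed in the same direction in single cells. Open DARs are those listed as more accessible in aged HSCs and closed DARs those listed as less accessible. Across the open DARs, of which 4 had no fragment in either library, the median log2 ratio of aged to young fragments per 1000000 in-peak fragments (FPM), with a pseudocount of 1 fragment, was 1.43 (95% interval over regions 1.32 to 1.51). Of the 424 open DARs with any fragment, 420 lay above 0. As a description of these libraries, this median stood at percentile 100 among 10000 random lists of peaks matched on accessibility, of which the highest had a median of 0.09. Open DARs took 20.5 of every 10000 in-peak fragments in young HSCs (exact Poisson 95% interval 20.3 to 20.6) and 44.0 in aged HSCs (43.7 to 44.2), a ratio of 2.15 (2.13 to 2.17). Of 15 alternatives, the one that moved the median most, subtraction of the fragment density of the flanks, gave 1.48.

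The 118 closed DARs on assembled chromosomes had a median log2 ratio of -0.40 (-0.52 to -0.33). Of the 112 with any fragment, 6 lay above 0. The median stood at percentile 0 of its matched lists, whose middle 95% ran from -0.08 to 0.02. Closed DARs took 19.4 of every 10000 in-peak fragments in young HSCs (19.3 to 19.6) and 15.4 in aged HSCs (15.2 to 15.5), a ratio of 0.792 (0.782 to 0.801). Counting only fragments shorter than nucleosomal DNA moved this median most, to -0.44.

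**Figure D1:**
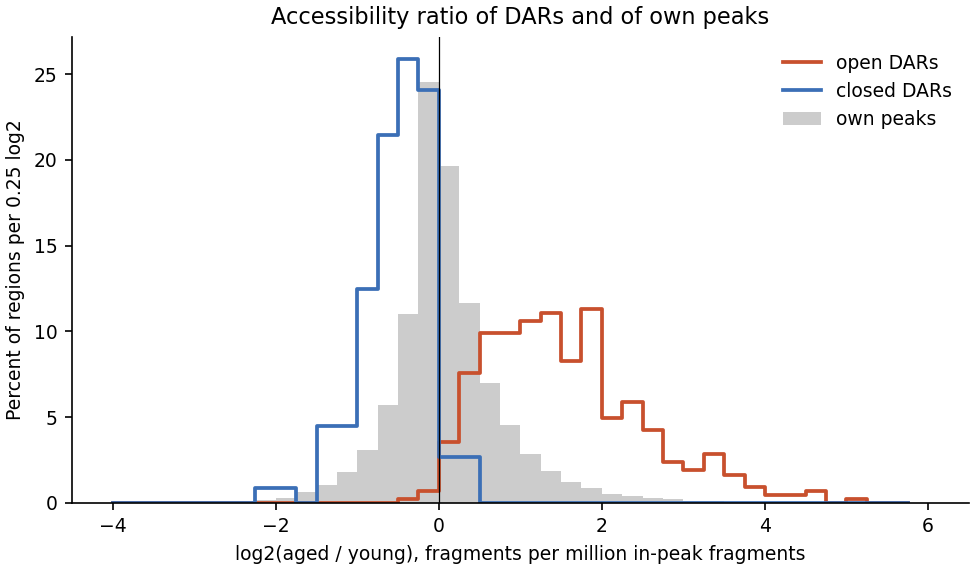
Distribution of log2(aged / young) over open DARs (red line), closed DARs (blue line) and all 164585 own peaks (grey bars), as the percent of regions in each step of 0.25 along the x axis, with regions without fragments left out of the DARs. Open DARs lie mostly above 0 with a median near 1.43, and closed DARs mostly below 0 with a median near -0.40.

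By the classes that histone marks gave the open DARs, the median log2 ratio was 0.74 (0.55 to 1.16) in 37 promoters, 1.33 (1.20 to 1.54) in 188 active enhancers, 1.68 (1.43 to 1.94) in 91 primed enhancers and 1.499 (1.35 to 1.84) in 112 inactive enhancers. Each class stood at percentile 100 of its own matched lists. The interval of the promoters lay below the intervals of the active, primed and inactive enhancers. Across the alternatives the promoter median ranged from 0.71 to 0.85.

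The DARs with the most fragments, chosen whatever their ratio, changed less than their lists (coordinates of the overlapping own peak in mm10). The centre of each of these peaks lay within 1 kb of a TSS, so they do not stand for distal DARs. Among open DARs, the peak at chromosome 7, 52005522 to 52006581, 34 bp from the TSS of Svip, had 69.7 FPM in young and 70.8 in aged HSCs. The peak at chromosome 6, 67532587 to 67533485, 547 bp from the TSS of the noncoding gene Gm42889, rose from 29.8 to 44.0 FPM, a log2 ratio of 0.56 (0.44 to 0.68). The next 3, at chromosome 14, 122533777 to 122534751, near the TSS of Pcca, at chromosome 14, 122181178 to 122182016, near that of Clybl, and at chromosome 6, 28421425 to 28422028, 3 bp from that of Gcc1, had log2 ratios of 0.11, -0.065 and 0.16. Only the intervals of the Gm42889 and Gcc1 peaks excluded 0. Among closed DARs, the peak at chromosome 11, 109425347 to 109426458, 43 bp from the TSS of Amz2, fell from 99.4 to 81.5 FPM, a log2 ratio of -0.29 (-0.37 to -0.21). The peaks 706 bp from the TSS of Mnt (chromosome 11, 74837484 to 74838863) and 94 bp from that of Zfp672 (chromosome 11, 58322744 to 58323696) had ratios of -0.19 and -0.14. Those 203 bp from the TSS of Ctns (chromosome 11, 73198747 to 73199743) and 277 bp from that of Glb1 (chromosome 9, 114400706 to 114402063) had ratios of -0.10 and -0.075, with intervals that included 0.

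Whether the shift was spread over the cells was read after thinning each cell to 3000 in-peak fragments, which left 4788 young and 3270 aged cells. The median cell had 6 fragments in open DARs in young and 13 in aged HSCs, and 95.3% of aged cells (exact binomial 95% interval 94.5 to 96.0) lay above the young median. In closed DARs the medians were 6 and 4 fragments, and 69.3% of aged cells (67.7 to 70.9) lay below the young median, against 47.3% of young cells. Without thinning, as a share of each cell's in-peak fragments, the values for aged cells were 99.03% for open and 77.7% for closed DARs. The variance over mean of the open DAR fragments per thinned cell was 1.21 in young and 1.38 in aged HSCs, each at percentile 99.8 of 1000 matched peak lists, whose medians were 1.03 and 1.02.

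**Figure D2:**
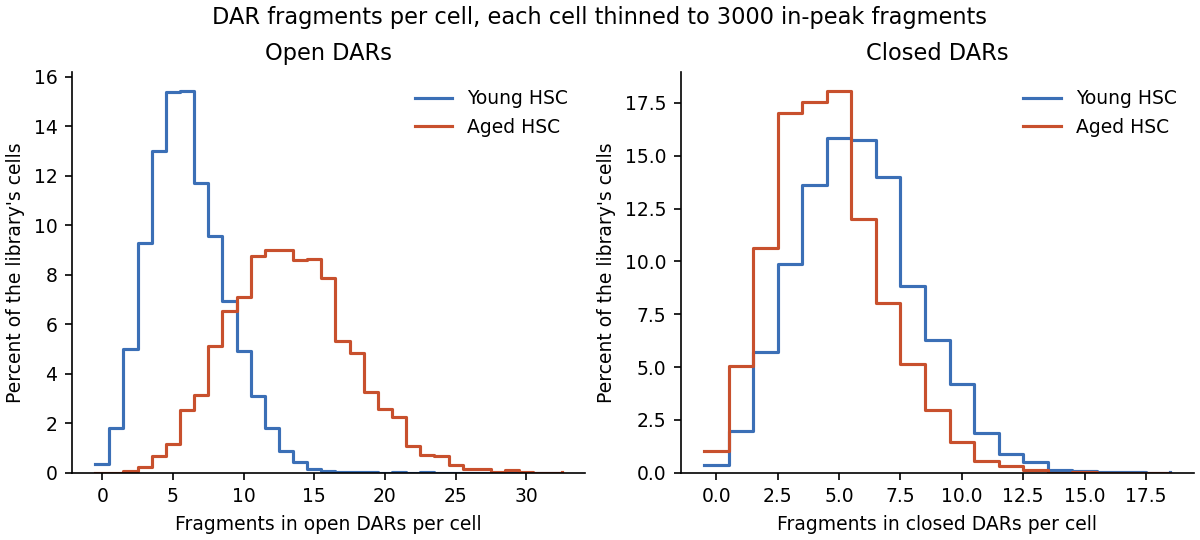
Fragments in open DARs (left) and closed DARs (right) per cell on the x axis, after thinning each cell to 3000 in-peak fragments, against the percent of the library's cells on the y axis, for young (blue) and aged (red) HSCs. The median for open DARs is 6 in young and 13 in aged cells, and for closed DARs 6 and 4.

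Cells of both libraries were clustered together to ask whether the shift held among kinds of cells. At resolution 0.6 there were 4 clusters. Cluster 1 held 150 young and 2849 aged cells, cluster 2 held 2027 and 205, cluster 3 held 2057 and 149, and cluster 4 held 652 and 200. With 1 library per age, a cluster drawn mostly from 1 library may be that library and not a type of cell, and these numbers are not a comparison of ages. Of the 20 nearest neighbours of a cell, 87.1% on average over both libraries came from its own library, where an even mixture gives 50%, and 74.8% did after thinning. A resolution of 1.2 in place of 0.6 moved the number of clusters of at least 1% of cells most, to 9. Counting clusters of any size, scaled components with shared neighbours gave 15. The medians of the 8 marker lists against the other clusters lay between -0.42 and 0.44 on the log2 scale, and no cluster was named from them.

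Within each cluster, aged cells had more open DAR fragments per 10000 in-peak fragments than young cells. In cluster 1 the values were 30.3 in young and 45.9 in aged cells, a ratio of 1.52 (1.46 to 1.57). The ratios in clusters 2, 3 and 4 were 1.63 (1.58 to 1.68), 1.66 (1.60 to 1.72) and 1.70 (1.64 to 1.76). For closed DARs the ratios in clusters 1 to 4 were 0.865 (0.825 to 0.907), 0.914 (0.879 to 0.9495), 0.863 (0.818 to 0.911) and 0.890 (0.855 to 0.927). Clustering on peaks that overlap no DAR moved the open ratios most, to 1.60 in the counterpart of cluster 1 and 1.72 in that of cluster 3.

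**Figure D3:**
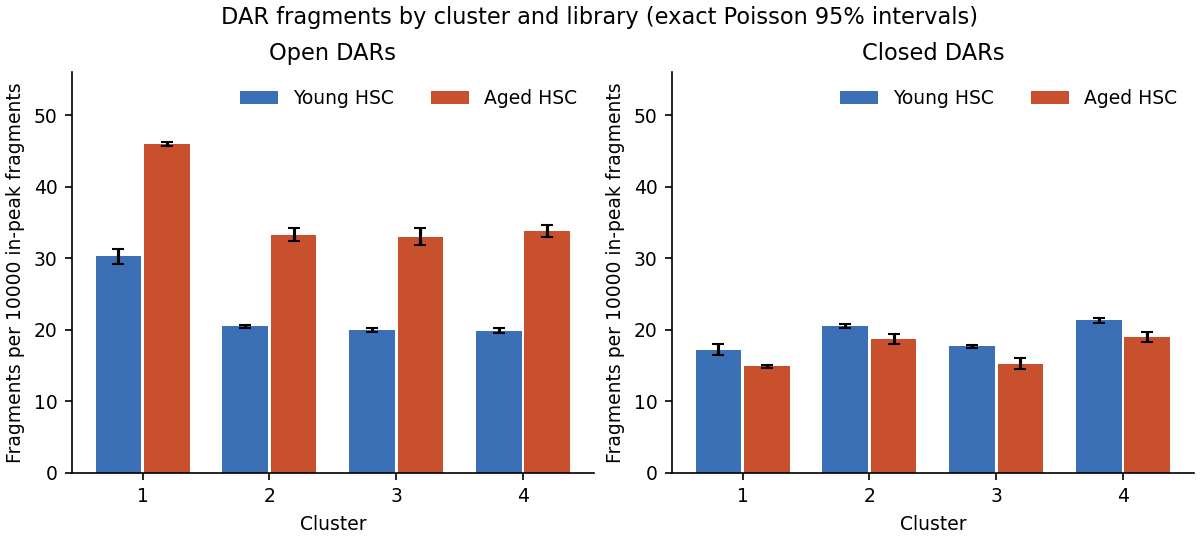
Fragments in open DARs (left) and closed DARs (right) per 10000 in-peak fragments on the y axis, by cluster on the x axis, in young (blue) and aged (red) HSCs. Bars are sums over cells with exact Poisson 95% intervals, and in each cluster the aged bar is higher for open DARs and lower for closed DARs.

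Over all 164585 own peaks the median log2 ratio was 0.015 (0.013 to 0.018), with 5% of peaks below -0.92 and 5% above 1.34. The 34108 promoter peaks had a median of -0.028 and the 130477 distal peaks 0.035, a difference of -0.063 (-0.068 to -0.059). Scaling to all unique nuclear fragments moved the overall median most, to -0.017, and so changed its sign. Its sign also changed with TMM. The shift between normalizations, at most -0.032, was small beside the medians of the DARs.

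Among the 66692 own peaks with at least 200 fragments, the 5 with the highest ratio included 3 that overlapped an open DAR, the first 3 named here, while none of the 5 with the lowest ratio overlapped a DAR. The highest was an intergenic peak at chromosome 2, 107231511 to 107232126, 58820 bp from the nearest TSS (Kcna4), with 6 fragments in young and 424 in aged HSCs and a log2 ratio of 6.33 (5.41 to 8.003). The others were in introns of Tmem132c (chromosome 5, 127537419 to 127537975, 563 bp from its TSS) and the noncoding gene Gm29683 (chromosome 7, 70274113 to 70274690), between genes at chromosome 7, 72728828 to 72729314, and in an intron of Rbfox3 (chromosome 11, 118603869 to 118604630), with log2 ratios of 4.65, 4.41, 4.33 and 4.09. The lowest was a peak in an intron of Ehd1 at chromosome 19, 6291084 to 6291657, with 248 fragments in young and 8 in aged HSCs and a log2 ratio of -4.38 (-5.78 to -3.55). Also among the lowest were a peak in an intron of Emc3 (chromosome 6, 113517489 to 113518096), with -3.57, a peak in an untranslated region of Iscu (chromosome 5, 113776906 to 113777219), with -2.11, and an intergenic peak at chromosome 9, 20997007 to 20997442, also with -2.11. Around the Ehd1 peak, fragments 1 to 3 kb away also fell, to 0.373 (0.298 to 0.462) of the young level.

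Promoters of genes whose expression differed with age in bulk RNA-seq were compared next, as TSSs with 1 kb on either side. The promoters of 283 of the 291 genes listed as higher in aged HSCs had a median log2 ratio of 0.17 (0.09 to 0.21). Of these promoters 198 lay above 0, any without fragments included. The median stood at percentile 100 of 10000 matched promoter lists, whose middle 95% ran from -0.055 to -0.0092. The promoters of 122 of the 127 genes listed as lower had a median of -0.093 (-0.13 to -0.075), with 21 above 0, counted alike. This median stood at percentile 0.08 of their matched lists. Those lists had a median of -0.053, and their middle 95% ran from -0.077 to -0.027. Matched promoters thus also lay below 0, and the upper end of the interval, -0.075, fell within their range. Scaling to all unique nuclear fragments moved these medians most, to 0.14 and -0.12.

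Of 4 genes named in advance, the promoter of Selp (chromosome 1, 164114264 to 164116264) rose from 7.13 to 13.3 FPM, a log2 ratio of 0.90 (0.66 to 1.14), and that of Clu (chromosome 14, 65967483 to 65969483) from 34.9 to 45.9, a ratio of 0.40 (0.28 to 0.51), or 0.66 (0.56 to 0.75) with 5 kb on either side. For Jun (chromosome 4, 95051222 to 95053222) the ratio was 0.083 (0.00089 to 0.16), while it was 0.024 (-0.067 to 0.12) with 500 bp and 0.18 (0.12 to 0.24) with 5 kb on either side of the TSS. For Stat3 (chromosome 11, 100938540 to 100940540) the ratio was -0.044 (-0.12 to 0.035), so no difference was detectable at this depth. Over gene bodies with 2 kb upstream the ratios of Selp, Clu, Jun and Stat3 were 0.33, 0.45, 0.17 and -0.0075, and only the interval of Stat3 included 0.

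Distal peaks were then grouped by whether their central 200 bp held 1 of 18 fixed consensus sequences, as 1 family of comparisons. The median log2 ratio minus that of all distal peaks was highest for the CNC motif, 0.26 (0.23 to 0.30) over 1561 peaks, CEBP, 0.23 (0.14 to 0.32) over 145 peaks, AP-1, 0.21 (0.19 to 0.22) over 10347 peaks, and ISRE, 0.13 (0.11 to 0.15) over 6176 peaks. It was lowest for PU.1/SpiB, -0.19 (-0.20 to -0.18) over 9806 peaks. RUNX, FOX, STAT and GATA peaks lay between 0.061 and 0.076, at percentile 100 of lists matched on accessibility and GC content, and MEIS, CTCF and NFKB peaks between -0.074 and -0.060, at percentile 0. HOXA9 stood at percentile 97.9, ETS at 98.5 and E2A at 0.32, and MYB, ATF/CRE and KLF/SP between 24.6 and 27.4. The alternative that moved a motif most was thinning, which gave 0.37 for CEBP.

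**Figure D4:**
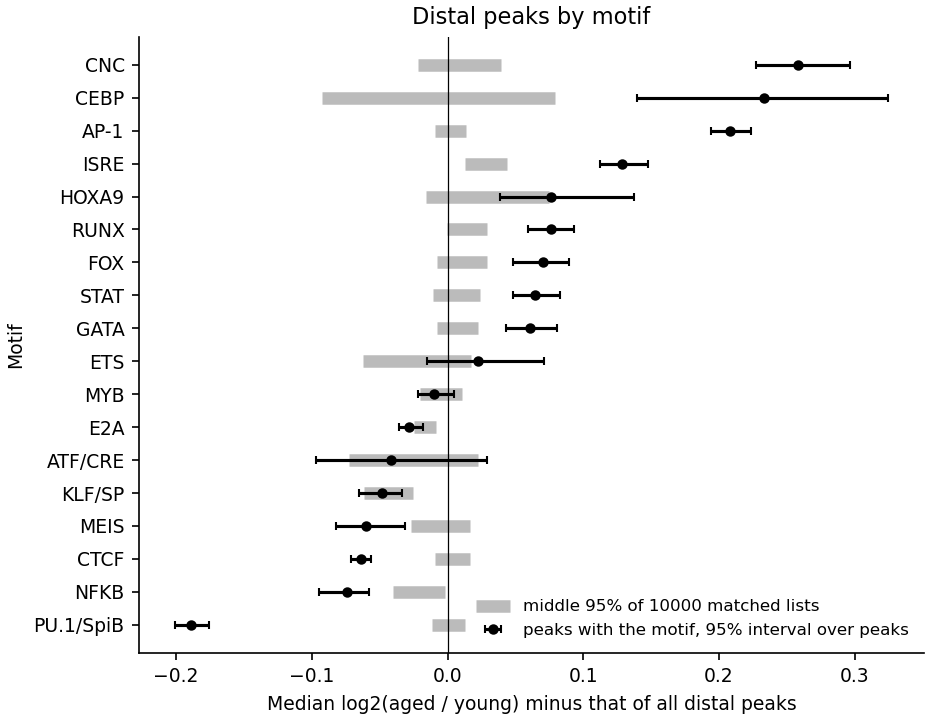
Median log2(aged / young) of distal peaks with each motif, minus the median of all distal peaks, on the x axis, by motif on the y axis, with 95% intervals over peaks (points and bars) and the middle 95% of 10000 lists matched on accessibility and GC content (grey). CNC, CEBP, AP-1 and ISRE stand above their lists, from 0.13 to 0.26, and PU.1/SpiB below, at -0.19.

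Fragments per chromosome were compared as a check of sex, copy number and mapping. Relative to young HSCs the share of aged fragments was between 0.967 (chromosome 11) and 1.03 (chromosome 3) on the autosomes. The X chromosome took 2.03% of young and 2.11% of aged fragments, a ratio of 1.04 (1.037 to 1.043), and over all fragments of the files the ratio was 1.10. The Y chromosome held 3828 young and 3753 aged fragments, a ratio of shares of 1.27 (1.21 to 1.33), and 41 and 21 of these lay below 90 Mb. No fragment of the filtered cells of either library lay within 1 kb of the TSS of Ddx3y, Eif2s3y, Kdm5d or Uty. The paper's methods name female mice. The ratio of Y thus rests on fragments beyond 90 Mb and does not measure male cells.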

Values the study reported

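The study used 5002 young and 3520 aged single HSCs after quality control of the single-cell ATAC-seq data, and described 4 major clusters. From bulk ATAC-seq it described 428 open and 119 closed DARs in aged HSCs. Its bulk RNA-seq gave 291 genes raised and 127 genes lowered in aged HSCs.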

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

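Both patterns here are signals in columns of the data that the comparisons did not use, and the division of the cut-site test by library was chosen only after its pooled result was seen.

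Barcodes that lay within the stated limits but were not called as cells numbered 116 in the young and 117 in the aged library. Together with the called cells within the limits they made up 5002 and 3520 barcodes, equal to the numbers of HSCs that the study used. Their medians of fragments in the authors' peaks were 83.3% and 80.9%, against 83.0% and 81.0% in called cells, and those of TSS enrichment 5.30 and 4.57, against 5.31 and 4.91, so the aged ones were lower in the latter. They were also shallower, with medians of 4651 and 5369 fragments against 9809 and 10926 in called cells. A second barcode in a droplet that already holds a called cell was tested first through fragments with the same coordinates under more than 1 barcode. That test was void, since the files list each pair of coordinates once and the number was 0. Shared cut sites, where 1 end of a fragment coincides, were tested in its place. Of these barcodes 63.1% over both libraries shared more cut sites per fragment with 1 called cell than 99% of called cells did with any other.

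The libraries differed in this. In the young library the share was 86.2% (exact binomial 95% interval 78.6 to 91.9), and the best partner shared 7.74 times as many cut sites as the next at the median, against 1.09 times among called cells of like depth. These barcodes may therefore be mostly second barcodes of droplets already counted. In the aged library the share was 40.2% (31.2 to 49.6), between the levels fixed for and against the explanation, and the best partner stood 1.58 times above the next, against 1.34 times in called cells of like depth. The best partner shared at least 2 times as many cut sites as the next for 48 of the 117 barcodes, against 58 of 3220 called cells of like depth. That set held most of the 3694 called cells of the aged library, while the young set held 2119 of 5028. The median was 10926 fragments in aged called cells and 5369 in these barcodes, so depth was matched only loosely in the aged library. A mixture of second barcodes and separate shallow cells may hold there. Its shares cannot be told apart from these values, because the sharing lies between the levels fixed. No biological explanation was tested. With these barcodes counted as cells, the medians of open and closed DARs were 1.43 and -0.40, equal to the values without them at this precision.

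Mitochondrial read pairs made up a median of 1.84% per cell in young and 0.859% in aged filtered cells. Depth argues against a dilution in deeper cells as the cause: in 5 classes of cells by fragments, the ratio of aged to young medians was between 0.434 and 0.502. A subset of damaged young cells is also argued against, since the 25th percentile of young cells, 1.39%, lay above the aged 75th percentile of 1.20%. A difference in the isolation of nuclei between the libraries and a difference with age cannot be told apart, because each age is 1 library. Age was not tested.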

How the results depend on the processing

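The alternatives that subtract the density of the flanks or count all barcodes within the limits were chosen after seeing the data. The clustering on scaled components with shared neighbours was run first. The main clustering replaced it only after its clusters of single cells were seen, so the choice of the main clustering was also made after seeing the data. No paired analysis was possible because each age has 1 library and the labels give no replicate numbers. Over 74 results, 483 alternative values were computed, of which 422 stayed within the interval or limit of the main value, 59 left it, and 2 changed the sign of a value whose interval excluded 0. The 59 and 422 include 1 value each, for MYB and ETS, that changed sign where the interval included 0.

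The medians of open DARs (1.39 to 1.48 over 15 alternatives), closed DARs (-0.44 to -0.37), the 4 classes of open DARs and the promoters of both sets of genes kept their direction and stayed within their intervals under every alternative run for them, and the numbers of cells left stayed within 1.5 times the main number. For these lists the order of the libraries did not depend on the settings tried.

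The median of all peaks, 0.015, changed sign under scaling to nuclear fragments (-0.017) and TMM (-0.0054). It left its interval with all called cells (0.012), doublets removed (0.018), thinning (0.039), cut sites (0.0059), median of ratios (0.0055), fragments shorter than nucleosomal DNA (0.00071), the GC trend subtracted (0.00085), stricter peaks (0.012) and flank density subtracted (0.0131). A value so near 0 gives no direction for the genome as a whole, since scaling alone changed its sign. The difference of promoter and distal peaks stayed negative, at -0.057 with all called cells, -0.085 thinned, -0.054 by cut sites, -0.046 by those short fragments and -0.034 without the GC trend, and its cause was not tested.

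Among motifs, thinning gave 0.0078 for MYB, -0.17 for PU.1/SpiB, -0.079 for CTCF and 0.37 for CEBP, short fragments gave 0.23 for AP-1, 0.040 for GATA and -0.041 for CTCF, and subtracting the GC trend gave -0.020 for KLF/SP. MYB, whose interval included 0, changed sign with thinning, as ETS did (-0.0093), and the cause was not tested.

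The clusters depended on the settings. There were 2 at a resolution of 0.3 and 9 at 1.2, with 91.7% and 97.2% aged cells in the most aged cluster, against 94.998%. That share was 91.4% without peaks that overlap a DAR, 97.48% with components 2 to 15, 88.7% thinned, and 94.0% with scaled components and shared neighbours. The share of neighbours from the same library was 85.9% without these peaks, 85.4% with components 1 to 30, 89.2% with components 2 to 15, 74.8% thinned and 74.4% with scaled components and shared neighbours, against 87.1%. Of 9 other seeds, 4 gave 3 clusters. Membership moved even where the number did not: the adjusted Rand index with the main clusters was 0.282 for components 1 to 30, with 4 clusters, 0.349 for scaled components and shared neighbours and 0.605 for components 2 to 15, with 6 clusters of at least 1% of cells each, and 0.763 to 0.978 over the seeds. The clusters are therefore not stable groups, and ratios per cluster were computed for 1 other clustering only.

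The ratio of open DARs was 1.60 in the counterpart of cluster 1 and 1.72 in that of cluster 3 when clusters came from peaks that overlap no DAR, and the ratio of closed DARs in cluster 3 was 0.924 with thinned cells, all on the same side of 1. Without thinning, aged cells beyond the young median made up 99.03% for open and 77.7% for closed DARs, and by cut sites, also without thinning, 98.97% and 77.7%. A measure over more fragments per cell has less counting error by construction, and no other cause was tested. With 5 kb on either side of the TSS, the ratio was 0.66 for Clu and 0.18 for Jun. The ratio of X was 1.10 over all fragments. Depth limits single regions: the median peak has 140 fragments over both libraries.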

Other observations

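The tests of flank density on open DARs, of windows on the X chromosome, and of the surroundings of the Ehd1 peak were chosen only after the results were seen, as was the use of the planned GC and doublet alternatives as tests of open DARs, and the tests of the line over chromosomes and of CTCF peaks were judged void, and those of the lowest peaks undecided, after their values were seen.

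Open DARs were higher in the aged library. Background between peaks is argued against as the whole source, since the median was 1.48 with the density of the flanks subtracted. A trend with GC content gave 1.39 after its removal, and doublets gave 1.43 after theirs, so neither carries the pattern. A small group of aged cells is also argued against, because 95.3% of aged cells lay above the young median at equal depth. A difference between the preparations of these libraries that acts on the listed regions alone stays open, as does age, which the design confounds with the library.

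Cells separated by library in the neighbour graph. The listed regions alone do not carry this: without peaks that overlap a DAR, and with thinned cells, 73.4% of neighbours came from the same library on average, against 74.8% with them and 50% in an even mixture. Peaks with a CTCF motif were used to ask whether every kind of peak separated the cells. They gave 50.2% and 5 matched sets of distal peaks gave 52.0% to 52.8%, all so near an even mixture that so few peaks show nothing either way. The 33995 promoter peaks that overlap no DAR gave 60.4%, so the separation was also present in that class of peaks. A general effect of the library and a difference with age cannot be told apart, because each age is 1 library.

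Peaks with an AP-1 motif were higher in the aged library, and the longer CNC motif contains the AP-1 motif. The 8786 AP-1 peaks without a CNC motif still stood 0.20 above the distal median (95% interval over peaks 0.18 to 0.21), against at most 0.028 in matched lists. This argues against peaks with the fixed CNC sequence as the whole source. CNC sites that vary from that sequence stay among the 8786 peaks, so they are not excluded. Which of the factors that bind these sequences acts there was not tested.

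A group of 12 closed DARs lies close together on the X chromosome, at 75729748 to 75759426 in mm10, and their fragments fell to 0.467 (0.414 to 0.526) of the young level. Fragments inside this stretch but outside own peaks and DARs fell as well, to 32 in the aged library, a ratio of 0.356 (0.233 to 0.530). Around 39 other closed DARs with a log2 ratio under -0.5, flanks fell to 0.896 (0.871 to 0.921). A candidate explanation is that the mice pooled for the aged library carried fewer copies of this stretch, so that these DARs may reflect copy number and not accessibility. A loss of accessibility over the whole stretch stays open, and the group was noticed in the same data.

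The X chromosome took a larger share of fragments in the aged library. X peaks alone are argued against, since the ratio of X to autosomes was 1.10 outside own peaks and 0.9896 in them. A line of the ratio of the 19 autosomes on their share of fragments in peaks left X at -0.054 (log2), but X lies beyond the range of the autosomes, so the line decides nothing. Autosomal windows of 1 Mb with the lowest share in peaks rose to 1.34, and from windows matched on that share X had 0.968 of the fragments expected, more than the 2% of tolerance below. Stretches with few peaks thus gained fragments across the genome of the aged library, and X gained less than they did, so this trend by itself does not give the value of X. The remainder was not explained.

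The 3 lowest peaks, those in Ehd1 and Emc3 among them, fell further than the other lowest peaks. A deletion in the aged pool was taken to lower the surroundings by at least 2-fold, a limit that was set and not measured. Fragments 1 to 3 kb away fell to 0.659 (0.586 to 0.740) in sum over the 3 peaks, but to 0.405 (0.329 to 0.494) over the Ehd1 and Emc3 peaks alone, so the sum decides nothing for them. The Emc3 flanks, with 35 and 20 fragments, were too few to decide. Around the Ehd1 peak alone these flanks fell from 384 to 108 fragments, a ratio of 0.373 (0.298 to 0.462), past that limit, while fragments outside own peaks within 10 kb fell to 0.586 (0.505 to 0.678), short of it. The flanks of 1 to 3 kb were not cleared of other own peaks, and the Ehd1 TSS lay 2810 bp from the centre of the peak. A deletion of a few kb there and a loss of accessibility cannot be told apart, because the 2 windows differ in this and in width, and either may hold. The 5 highest peaks might mark 1 group of aged cells, but 310 aged cells had fragments in at least 2 of them, near the upper end of the middle 95% of 1000 shuffles among cells of like depth, which ran from 271 to 314 with a median of 292.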
